A study of Camellia sinensis with 3 samples. Its data were reported in "Identification and characterization of cold-responsive microRNAs in tea plant (Camellia sinensis) and their targets using high-throughput sequencing and degradome analysis" (2014).

How the data were processed

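Young leaves of 2 tea plant (*Camellia sinensis*) cultivars, the cold-tolerant 'Yingshuang' and the cold-sensitive 'Baiye 1', were taken, per the labels, from plants grown for 20 days and then moved to 4 °C or, as controls, to 28 °C, with 6 harvests from 1 h to 48 h. RNA was pooled over times and cultivars, so neither a time course nor a cultivar can be read from these data. There were 3 samples: a mixed small RNA library that joined cold and control RNA, a control degradome library (-C) and a cold degradome library (+C). The degradome is the set of 5′ ends of cleaved RNA, and a miRNA-guided cut leaves such an end at a fixed place in the paired stretch of the target. Each group held 1 library, so no spread between replicates could be measured.

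For the small RNA library, the authors recovered RNA of 15 to 30 nt, mapped reads with SOAP to the *Populus trichocarpa* genome (build not stated) and to tea expressed sequence tags (ESTs), took as conserved the sequences that matched miRBase 19.0 with 2 or fewer mismatches, and predicted further miRNAs, named csn-smR, from hairpin folding with Mireap. Because conserved miRNAs were placed on the poplar genome, their positions are not tea genome positions. The deposited read columns hold raw counts, with the count of a mature sequence repeated at each of its loci in the conserved table and the count of the whole cluster given for both arms in the predicted table. The study's text calls the predicted values normalized, but the deposited values are whole numbers under a header of reads per cluster and no normalization is described for them, so they were taken as counts. The deposited C and G content is in percent of the precursor, and the lengths of mature sequences, hairpins and precursors are in nt per the file headers. The folding energy and the minimal folding free energy index (MFEI), which divides the energy by length and C and G content, are scores as deposited. For the degradome, the authors mapped tags of 20 to 21 nt to *Arabidopsis thaliana* and tea transcripts and ESTs, kept perfect matches, allowed up to 5 mismatches between miRNA and transcript, ran CleaveLand and annotated transcripts with BlastX. Their table gives raw counts of reads at the cleavage site, an alignment score that rises with mismatches, and the CleaveLand category as a score from 0 to 4. In categories 0 and 1 the site holds the maximum of the transcript, in category 2 it lies above the median, in category 3 at or below it, and in category 4 it holds 1 read. No version of these tools was stated.

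In 172 of the 763 degradome entries the control category was blank and the next pair of cells held a category and a read count 1 column too far left. These pairs were read as the category and reads of the cold library. In 10 alignment positions a spreadsheet had turned the start and end into a date, and these were read back as month and day.

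Conserved families were summed over distinct mature sequences, and family shares were given exact (Clopper-Pearson) intervals. Shares of sequences, precursors and targets were given Wilson intervals. Intervals of medians were taken from the ranked values of the listed sequences with binomial limits. All intervals are at 95%. Those of reads cover counting error only, as PCR reads without molecular identifiers are not independent molecules. Those of medians and of shares of listed items treat the items as independent draws. None covers a spread between libraries. The degradome tables hold part of each library, so reads were divided by the number of sequenced signatures that the study states for each library. The control total was 1.37 times the cold total. Each site was tested with a two-sided Fisher's exact test of its reads against the rest of the library total, with Benjamini-Hochberg adjustment over all 763 sites and a threshold of 0.05. This test compares the 2 libraries, not the conditions. The calling was tested in 20 draws of simulated counts that held counting error only. No site was called where nothing had been changed. A simulated 4-fold fall was called at 43.5% of the sites with 20 or more reads and a 10-fold fall at 71.7%. Neither was called at any site with under 20 reads. Sites were sorted here by their reads before the simulated fall. The simulation had no spread between library preparations and no reads shared between ESTs. It therefore does not give the rate of false calls in these libraries. The same reads can match several ESTs, so for family ratios the transcripts of a family with equal score, annotation, categories and reads were collapsed to 1 entry. Near-identical ESTs that differ in any of these stayed separate. Shared reads may thus still be summed more than once, which can make family intervals too narrow. A family was called where the exact conditional interval of its cold to control ratio excluded 1 and its reads exceeded 3 in at least 1 library, and a fold against 0 reads was computed against a floor of 3 reads. For lists of annotations and for families with 5 or more sites, the mean share of cold reads per site was placed among 10000 random lists of equal size, matched on total reads per site in 9 bins, and a list was called outside the central range below percentile 2.5 or above 97.5. These percentiles are descriptions and not p-values.

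Tests, named items, word lists and most alternatives were chosen before the data were examined. The bins and some alternatives, given with their effect further on, were set afterwards. The named items were the 10 conserved families with most reads and those with 5 or fewer reads, the 10 predicted miRNAs with most reads, the 10 sites with most reads in each library, the 10 sites of largest fold in each direction past the threshold, the families with the highest and lowest ratio, and every site annotated as a canonical target of its own miRNA. The word lists were transcription factors, kinases and receptors, ribosome and translation, photosynthesis, stress, hormone, redox and copper, proteolysis, RNA-binding, transposable, and unknown protein. The alternatives covered the counting of loci and transcripts, minimums of reads, alignment score and alignment span, other library totals, and unmatched random lists. Analyses were run in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9. Hybridisation arrays, qRT-PCR and cleavage mapping by RACE were not used here.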

Results

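The data comprised 4 tables from 3 libraries of pooled tea leaf RNA. The mixed small RNA library gave 111 entries of conserved miRNAs and 98 entries of predicted csn-smR miRNAs. The distinct conserved sequences summed to 322220 reads. The control and cold degradome libraries gave 763 target entries, of which 514 belonged to 13 conserved families and 249 to 40 predicted miRNAs. The listed sites held 2949 reads in the control degradome library and 1161 reads in the cold one. There was 1 library per group, so every difference is between libraries and could be set against counting error only.

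The first question was which conserved miRNAs tea leaves held under the pooled conditions. csn-miR166, a family known to target class III HD-ZIP homeobox genes, dominated the conserved reads with 221105 reads, or 68.6% (95% interval 68.5 to 68.8). csn-miR396, known to target growth-regulating factors, followed with 49361 reads (15.3%, 15.2 to 15.4). csn-miR159, which targets MYB factors in other plants, held 17325 reads (5.38%, 5.30 to 5.46). csn-miR2911 held 14302 reads (4.44%, 4.37 to 4.51). The other 6 of the 10 most read families were csn-miR394 with 7104 reads, csn-miR167 with 4557, csn-miR168 with 1945, csn-miR164 with 1129, csn-miR395 with 1124 and csn-miR156 with 1012. The rarest families were csn-miR5072 with 5 reads and csn-miR403 with 3. The most read sequence was csn-miR166a, UCGGACCAGGCUUCAUUCCCC, with 159305 reads at 6 listed loci. When every locus was counted, the csn-miR396 share fell to 7.76%, and without csn-miR166 in the denominator it was 48.8%.

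**Figure D1:**
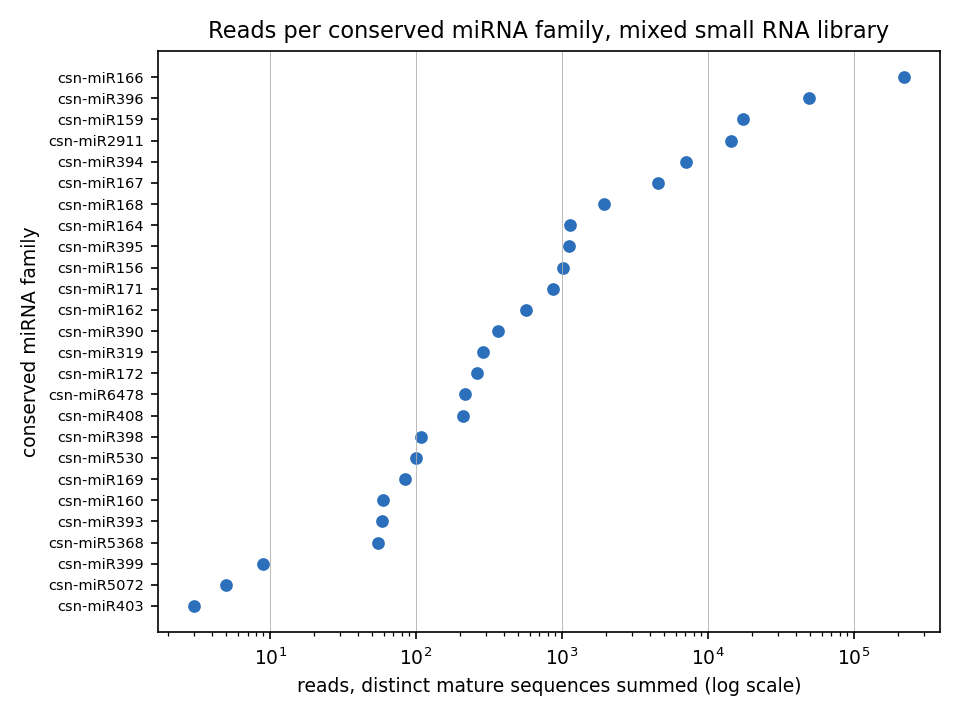
Reads per conserved miRNA family in the mixed small RNA library, on a log scale, with each distinct mature sequence counted once. csn-miR166 held 221105 reads and csn-miR403 held 3.

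The second question was how the predicted miRNAs compared with the conserved ones. The predicted miRNAs were rarer, with a median of 13 reads (interval 8 to 20) over 91 distinct sequences, against 79 reads (29 to 169) over 71 conserved sequences. The predicted values count all reads of a cluster, and that count enters once for each listed arm, so the quantities are not the same. csn-smR30 was the most read with 1644 reads, followed by csn-smR65 with 794, csn-smR37 with 668, the csn-smR57 pair with 583, the csn-smR31 pair with 518, the first csn-smR9 pair with 201 and csn-smR29 with 195. csn-smR30, csn-smR37 and csn-smR31-5p are 24 nt sequences that differed from each other at 1 or 2 positions. Of the predicted sequences, 41 (45.1%) had fewer than 10 reads.

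The 2 groups also differed in length and first base. Conserved sequences were mostly 21 nt long (63.4%, 51.8 to 73.6), and 59.2% (47.5 to 69.8) began with U, the base favoured by the ARGONAUTE1 protein. Weighted by reads, the conserved share with U was 94.3%. Predicted sequences were mostly 24 nt long (56.0%, 45.8 to 65.8), and 39.6% (30.1 to 49.8) began with U. The predicted group split by length. Of its 51 sequences of 24 nt, 36 began with A (70.6%, 57.0 to 81.3), a feature known of the 24 nt small RNAs bound by ARGONAUTE4. Of its 28 sequences of 21 nt, 18 began with U (64.3%, 45.8 to 79.3). Predicted precursors measured 72 to 264 nt with a mean of 150.7 nt over the 98 entries. Of these entries 85 (86.7%, 78.6 to 92.1) reached an MFEI of 0.85, the limit used in the study for a miRNA precursor. A precursor with both arms listed counts once per arm, so the mean and share are per entry and the interval may be too narrow.

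The degradome comparison asked which transcripts were cut at miRNA sites in leaves with and without cold. The conserved miRNAs had 371 listed targets in the control library and 332 in the cold one. The predicted miRNAs had 220 in the control library and 123 in the cold one. Both libraries shared 189 conserved targets (36.8% of 514, 32.7 to 41.0), with 182 in the control library alone and 143 in the cold library alone. For the predicted miRNAs 94 were shared (37.8% of 249, 32.0 to 43.9), with 126 in the control library alone and 29 in the cold library alone. A target missing from a library had no listed read there, which does not show that it was uncut. Many entries were near-identical ESTs: after collapsing, the conserved targets numbered 150 in the control and 125 in the cold library, and the predicted ones 109 and 74.

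Categories 2 and 4 together held most of the listed targets in both libraries. Category 4, the single-read class, made up 55.5% (50.4 to 60.5) of conserved targets in the control library and 63.3% (57.9 to 68.3) in the cold library. For predicted miRNAs they made up 38.2% (32.0 to 44.8) and 53.7% (44.9 to 62.2). Strong sites with the transcript maximum (category 0) numbered 19 and 12 for conserved miRNAs and 2 and 3 for predicted ones, in the control and cold library. Category 3 took 12.9% (9.90 to 16.7) of conserved targets in the control library and 2.41% (1.23 to 4.68) in the cold library. For predicted targets it took 16.8% (12.5 to 22.3) and 4.88% (2.25 to 10.2). Category 1 held 2 conserved and 4 predicted targets in the control library and 0 in the cold library, where the upper bounds were 1.14% and 3.03%. Among conserved alignments 72.0% (68.0 to 75.7) spanned 18 nt or fewer, and among predicted ones 47.0% (40.9 to 53.2). With alignments of 19 nt or more only, conserved category 4 was at 38.3% in the control and 58.2% in the cold library, and category 3 at 25.6% and 0%. With scores of 3 or lower both orders turned, with category 4 at 44.6% and 29.4% and category 3 at 0% and 1.96%. Collapsed, conserved category 3 was at 13.3% and 5.60%.

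**Figure D2:**
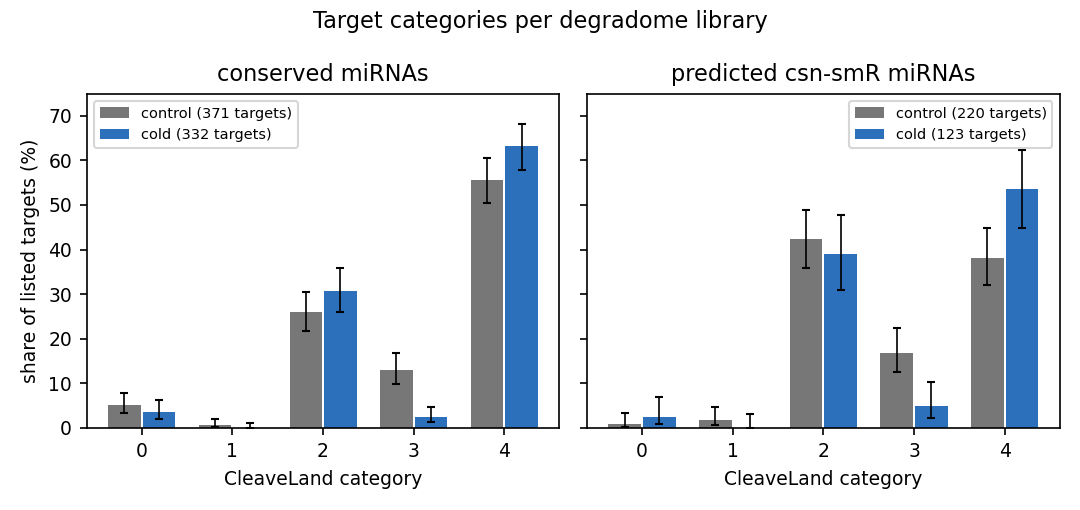
Share of listed targets in each CleaveLand category for conserved (left) and predicted (right) miRNAs, control library in grey and cold library in blue, with Wilson 95% intervals as bars. Conserved category 3 was at 2.41% in the cold and 12.9% in the control library, but at 1.96% and 0% among scores of 3 or lower.

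The clearest difference between the degradome libraries was at csn-miR408 sites. csn-miR408 is known to target transcripts of copper proteins such as plantacyanin and laccase. At 13 ESTs its cleavage reads fell from 82 to 108 per site in the control library to 2 to 5 in the cold library, between 12.7-fold and 29.9-fold lower relative to the library totals. The site with most reads, position 123 of gi393751996 (pairing at 111 to 132, unknown protein), fell from 108 to 5 reads, 15.8-fold (cold to control ratio 0.0634, 0.0202 to 0.153, Fisher's exact test, adjusted p = 3.47e-17). The largest fold was at position 121 of gi393751677 (AGC kinase family protein), with 82 and 2 reads. The 13 ESTs were cut at positions 121 to 132 and carried 4 annotations, AGC kinase (5 ESTs), VQ motif-containing protein (3), transposable element gene (1) and unknown protein (4). The other 25 csn-miR408 sites were those that the test did not call. They had at most 6 reads each, too few to show a fall of this size, with 32 reads in the control and 45 in the cold library, or 11 and 10 after collapsing (ratio 1.24, 0.474 to 3.23).

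Fisher's exact test, which compares the 2 libraries and not the conditions, called 22 of the 763 sites, 19 lower and 3 higher in the cold library. At an unadjusted p under 0.05 there were 27. The 19 lower sites were 13 of csn-miR408, 3 of csn-miR393 and 3 of csn-smR7277. They may stand for fewer cuts, as near-identical ESTs can hold the same reads. The other lower sites of this exact test were those of csn-miR393, known to target auxin receptor F-box genes, and of csn-smR7277. csn-miR393 cut 3 ESTs of unknown protein at position 393, among them gi366889364 (pairing at 382 to 402). Each had the same 139 reads in the control and 53 in the cold library (ratio 0.522, 0.373 to 0.721, exact test, adjusted p = 0.00137). csn-smR7277 cut 3 ESTs, among them gi212377786 at position 173. Each had the same 39 and 5 reads (ratio 0.176, 0.0540 to 0.446, exact test, adjusted p = 0.00051). The 3 higher sites belonged to predicted miRNAs. They had an alignment score of 4, against 2 to 3.5 at the lower sites. Their pairing spanned 19 nt for csn-smR2408 and 15 nt for csn-smR5749, against 21 to 24 nt at the lower sites. The site calls were not repeated with limits on score or span. By the same exact test, the csn-smR2408 site at position 113 of gi366885780, a protein kinase superfamily transcript, rose from 2 to 21 reads (14.4-fold, 3.51 to 126, adjusted p = 6.68e-05). The csn-smR5749 sites rose by the exact test from 7 to 26 reads at position 299 of gi393393718, a transposable element gene (5.09-fold, 2.15 to 13.9, adjusted p = 0.00105), and from 7 to 25 at position 198 of gi51453168, an unknown protein (4.89-fold, 2.06 to 13.4, adjusted p = 0.00158).

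Several of the most read sites did not pass the test. They were the csn-miR172 site of gi212379916, an alpha/beta-hydrolase, with 28 reads in the control and 29 in the cold library, and the csn-miR167 site of gi393748929 with 26 and 17. The csn-miR319 site of gi51454104 had 8 and 7 reads, the csn-miR171 site of gi212380260 had 8 and 11, and 2 csn-smR5625 sites had 10 and 10 each. Over both libraries 27 sites had 20 or more reads, and simulated 4-fold and 10-fold falls at sites under 20 reads were not called. The simulation sorted sites by their reads before the fall, so it sets no limit by the observed reads of a site that fell. Rises and complete losses were not simulated. When reads were divided by the totals of the listed sites, which shifts every ratio up by 0.89 (log2), 13 sites were lower and 4 higher (23.5% of calls higher, against 13.6%). With those totals the csn-miR393 ratio was 0.969 and the csn-smR7277 ratio 0.326, both no longer past the threshold. The listed-site totals hold the tested sites themselves, with csn-miR408 giving 1182 of the 2949 control reads and 95 of the 1161 cold reads. The lower csn-miR408 reads in the cold library thus raise every ratio. With totals of signatures aligned to ESTs instead, all 22 calls were kept and the csn-miR393 ratio was 0.382.

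**Figure D3:**
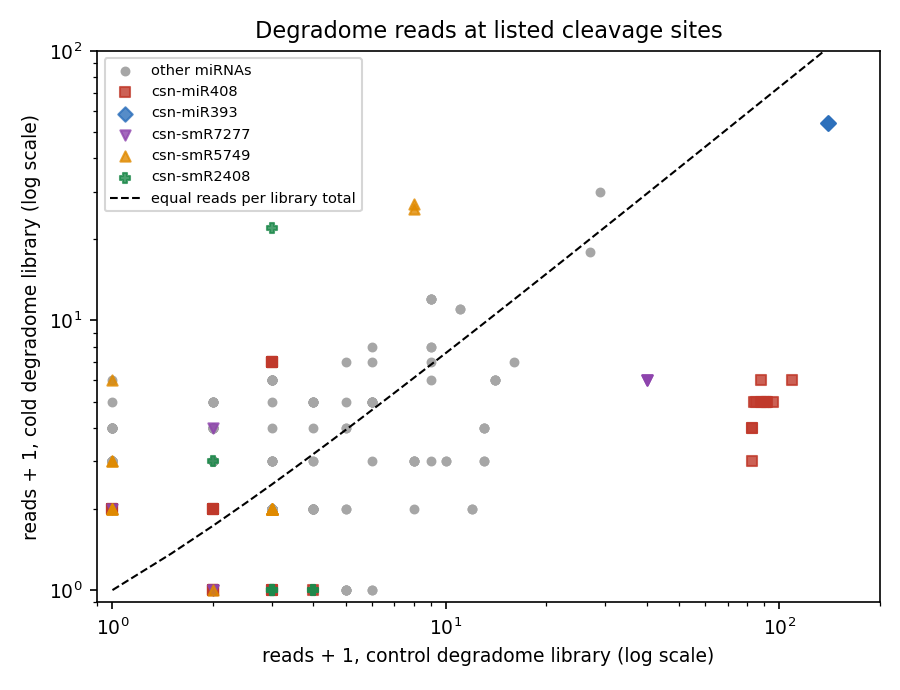
Reads plus 1 at each listed cleavage site in the control (horizontal) and cold (vertical) degradome library, on log scales, with the dashed line at equal reads per library total. The 13 csn-miR408 sites with 82 to 108 control reads lie far below the line. The csn-miR393 point is below it here. Its ratio is 0.969 with totals of the listed sites and 0.382 with totals of signatures aligned to ESTs.

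Summed over collapsed entries, 6 of 53 families were lower in the cold library, 5 were higher and 42 were not called. These calls were not adjusted for the number of families, so some of them may have arisen by chance. csn-miR408 had the lowest called ratio, with 1071 and 56 reads (0.0716, 0.0537 to 0.0937). Its 13 called ESTs still made 12 entries after collapsing, and the most read entry alone was at 0.0634 (0.0202 to 0.153). csn-miR156, which targets SQUAMOSA promoter-binding factors in other plants, fell from 24 to 3 reads (0.171, 0.0330 to 0.564), and csn-miR393 had the ratio of its single entry. The predicted csn-smR7277 (0.219, 0.127 to 0.357), csn-smR2592 (0.326, 0.0961 to 0.888) and csn-smR69 (0.329, 0.110 to 0.821) were lower too. The most read csn-smR7277 entry alone was at 0.176 (0.0540 to 0.446). With library totals, the higher families were all predicted. csn-smR3999, whose 11 targets are ribosomal protein S13/S15 ESTs, rose from 2 to 11 reads (7.53-fold, 1.64 to 69.9), csn-smR5749 from 17 to 63 (5.07-fold, 2.93 to 9.25) and csn-smR2408 from 12 to 23 (2.62-fold, 1.25 to 5.79). csn-smR13 and csn-smR6005 had 0 reads in the control library and 5 in the cold one, 2.28-fold higher against the floor of 3 reads. The lower limit of both ratios was 1.25, and no single site of either passed the exact test. The csn-smR5749 ratio was 2.99 (1.95 to 4.66) with every transcript summed, and its 9 Ras-related GTP-binding ESTs had 18 and 9 reads. The csn-smR2408 rise rested on gi366885780, since without it the ratio was 0.274, and with every transcript summed it was 1.85 (0.947 to 3.69) and not called. On the most read entry alone csn-smR3999 (5.48-fold, 0.542 to 269.7), csn-smR2592 (0.527, 0.147 to 1.57) and csn-smR69 (0.548, 0.174 to 1.49) were not called. With totals of the listed sites 2 families were lower and 10 higher, and csn-miR156 (0.318), csn-miR393 (0.969), csn-smR2592 (0.605) and csn-smR69 (0.610) were no longer called. The conserved csn-miR171, csn-miR172, csn-miR319 and csn-miR396 were then among the higher families. Those totals hold the csn-miR408 reads, so the lower reads there in the cold library raise every ratio. Family ratios were not taken with totals of signatures aligned to ESTs.

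Among annotation groups, ribosome and translation and proteolysis had the largest mean shares of cold reads per site, while kinases and receptors and hormone had low ones. The 41 ribosome and translation sites had a mean cold read share of 64.1% (percentile 99.99 of random lists). Their summed reads were 38 in the control and 70 in the cold library. The S13/S15 ESTs alone went from 10 to 40 reads, while the L19e ESTs, for example, went from 6 to 0. The 12 proteolysis sites had 77.2% (percentile 100), though their summed reads were 19 and 23 and the most read member, a microsomal signal peptidase, had 12 and 3. The list included cysteine proteinases with 3 and 10 reads and 4 ubiquitin-ribosomal L40e ESTs that also stand in the ribosome list. The 48 kinase and receptor sites had 24.9% (percentile 1.55). Among them 31 leucine-rich repeat ESTs cut by csn-miR172 had 60 and 20 reads, and 5 of the csn-miR408 sites lower in the cold library lay in AGC kinase ESTs, while the csn-smR2408 site in a protein kinase transcript was higher. The 13 hormone sites, all dormancy/auxin associated ESTs, had 16.7% (percentile 1.52), with 23 and 7 reads. No single site of the ribosome, proteolysis or hormone lists passed the test. After collapsing, ribosome and translation stood at percentile 83.5 and kinases and receptors at 19.4, both inside the central range.

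The other lists lay inside the central range. Their mean cold shares were 16.7% for 6 transcription factor sites (percentile 10.7), 24.5% for 17 stress sites (6.68), 33.9% for 31 redox and copper sites (30.5), 23.5% for 17 RNA-binding sites (5.57), 50.1% for 20 transposable element sites (87.2) and 39.5% for 482 unknown protein sites (45.3). The 17 stress sites include the 13 dormancy/auxin associated ESTs of the hormone list, so these lists are not separate results. The photosynthesis list had 3 sites, too few for a percentile, with 6 reads in the control and 0 in the cold library. Of 25 families with 5 or more sites, 12 lay outside the central range. The higher ones were csn-miR160, csn-miR319, csn-miR396, csn-smR3999 and csn-smR5749, and the lower ones csn-miR172, csn-smR2592, csn-smR2845, csn-smR39, csn-smR3933, csn-smR49 and csn-smR69. csn-miR408 (percentile 40.0) and csn-smR7277 (18.3) lay inside it. The measure weighs every site equally, and its lists were drawn from all sites, those of the family included. It therefore does not show whether the summed reads of a family differ. csn-miR160, higher here, had a summed ratio of 0.685 (0.430 to 1.07). After collapsing, csn-smR2592 and csn-smR69 still stood lower and proteolysis and csn-smR5749 higher, while the rest moved inside the central range or had too few entries for a percentile. Of the 514 conserved entries, 0 had an annotation with the words of a canonical target of its own miRNA, and 482 of all 763 entries (63.2%) were annotated as unknown protein. The match was by words only. A canonical target annotated under another name or as unknown protein was therefore not counted, and the 0 does not show that such targets were absent.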

Values the study reported

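The study reported 106 conserved miRNA sequences in 25 families with 57 miRNA*s, a highest read number of 159,305 for the csn-miR166a members, and 98 newly predicted miRNAs. It gave 1644 reads for csn-smR30, 794 for csn-smR65 and 668 for csn-smR80. Precursors of the predicted miRNAs were 72 to 264 nt long with an average of 150 nt. For conserved families it listed 514 target transcripts of 13 families, with 371 targets in the -C library and 332 in the +C library, of which 182 were in -C alone, 143 in +C alone and 189 in both. The +C targets fell into categories 0 to 4 as 9, 110, 98, 15 and 100, and the -C targets as 19, 2, 96, 48 and 206. For predicted miRNAs it listed 249 targets, with 126 in -C alone, 29 in +C alone and 94 in both. Their +C targets were placed in categories 0 to 4 as 3, 19, 46, 5 and 50, and their -C targets as 2, 4, 93, 37 and 84.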

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

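The alternatives without csn-miR2911, with an alignment span of 19 nt or more, each site counted once, and only the top entry of a family were chosen after seeing the data. Over 23 results that answer a comparison, 35 of 75 alternative values stayed within the error or within 1.5 times, and 40 moved. For named sites, families, categories and lists, 204 of 251 did, 25 moved, 20 lost their call and 2 reversed. The conserved median of 79 reads rose to 160 per table entry and 168 with a miRNA* only, both inside its interval of 29 to 169. The predicted median ranged from 13 to 17, the MFEI share from 86.7 to 88.7%, and the site counts from 13 to 19 lower and from 3 to 4 higher. Counting every locus moved the csn-miR166 share to 84.8% and csn-miR396 to 7.76%, leaving out csn-miR166 moved csn-miR396 to 48.8%, and leaving out csn-miR2911 moved them to 71.8% and 16.0%, as repeated or fewer reads enter the sum. Weighting by reads moved the conserved share with U to 94.3%. In the order conserved control, conserved cold, predicted control and predicted cold, targets numbered 165, 122, 136 and 57 with 2 or more reads, 74, 51, 115 and 38 with a score of 3 or lower, 150, 125, 109 and 74 collapsed, and 133, 91, 116 and 59 with a span of 19 nt or more, since each removes entries. Shared targets were 80 conserved and 52 predicted after collapsing, and 70 and 28 with 2 or more reads. The category 4 share of conserved targets was 41.3% (control) and 49.6% (cold) collapsed, 44.6% and 29.4% with a score of 3 or lower, and 38.3% and 58.2% with a span of 19 nt or more. For predicted cold targets it was 68.4% with a score of 3 or lower and 67.8% with a span of 19 nt or more. Families lower in the cold library numbered 11 with every transcript and 2 with totals of the listed sites. Families higher numbered 10 with those totals, 2 without the top entry and 3 with the top entry only. Lists and families outside the central range fell to 2 lower and 2 higher after collapsing, where the hormone list and several families had too few entries for a percentile, and families of 1 entry had no value without it. The csn-smR2408 ratio turned to 0.274 without its top entry, which held nearly all of its cold reads, and the csn-miR160 percentile turned to 42.5 after collapsing. For the shares of category 4, the family counts and csn-miR160 the cause was not tested. Simulated 4-fold and 10-fold falls were called only at sites with 20 or more reads, of which there were 27, and rises or complete losses were not simulated.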

Other observations

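Of the tests in this part, only the thinning of all targets was chosen before its result was seen, and the others were chosen after. csn-miR2911, the fourth most read conserved family, came from precursors with 77.1 to 78.6% C and G, above every other family. It is known from other plants as a fragment of 26S ribosomal RNA. Without its 5 entries the conserved table held 106 entries in 25 families, and csn-miR166 took 71.8% of the reads. The study's totals quoted above match the table without this family. Of the 40 predicted miRNAs with degradome targets, 20 had no entry in the small RNA table, and these held 166 of the 249 predicted sites, csn-smR5749, csn-smR2408, csn-smR3999 and csn-smR7277 among them. An alignment score of 0, which would be a perfect match, stood in 70 predicted entries, 55 of them of csn-smR2845. Counted from the end of the alignment, cleavage lay at position 10 in 667 of 763 entries (87.4%), at position 9 in 32 and at position 11 in 64. The study's methods retained alignments with the cut at position 10, so this share largely follows from that selection. In alignments shorter than the miRNA, the end counted from need not be the 5′ end of the miRNA.

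Read as they stand, the cells of the cold library put 110 conserved and 19 predicted targets in category 1 and 100 and 48 in category 4, with 2 predicted targets in a category 5 that CleaveLand does not define. A candidate explanation is that the 172 entries found only in the cold library had their cells 1 column too far left. Category 4 requires exactly 1 read, and with the cells moved 0 of the 172 entries broke that tie, while shuffled pairs broke it at least 50 times. With the cells moved, category 1 held 0 cold targets and category 4 held 210 conserved and 66 predicted ones. No biological explanation was tested.

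The control degradome library listed more targets. Its listed reads exceeded those of the cold library 2.54-fold (2.37 to 2.72), 2.80-fold for conserved (2.59 to 3.04) and 1.88-fold for predicted miRNAs (1.64 to 2.15). The library totals differed 1.37-fold, which argues against depth as the whole cause of the excess of reads. Reads that match several ESTs were summed more than once here, so these intervals may be too narrow. The csn-miR408 sites alone gave 1182 of the 2949 control reads. For the number of targets, thinning control reads to the cold total left 499.6 (483 to 516), more than the 455 in the cold library, and for predicted miRNAs 190.4 (181 to 199) against 123, with 94.7 against 74 after collapsing and 80.8 against 64 without csn-smR2845 too. For conserved miRNAs 309.2 targets (295 to 322) remained against 332, and 130.7 (123 to 138) against 125 after collapsing, so no excess in the number of conserved targets was left beyond what depth may give. Without csn-miR408, csn-miR393, csn-smR7277 and csn-smR5749 the ratio of listed reads was 1.47 (1.34 to 1.61), but these families were picked because they differ, so this value does not decide whether a few families caused the excess of reads. That explanation and cold treatment stay open, with 1 library per condition and a thinning range that covers the control counts only.

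Cleavage reads at csn-miR408 sites were far lower in the cold library over collapsed entries (ratio 0.0716). A difference in depth is unlikely as the cause, since all other sites had a cold to control ratio of 0.826 (0.765 to 0.892). The called ESTs may share the same reads and stand for fewer transcripts, which the ratio at the site with most reads (0.0634, 0.0202 to 0.153) does not decide, since repeated counting leaves the ratio within a site as it is. Cold treatment and a difference between the library preparations cannot be told apart with 1 library per condition, and neither csn-miR408 nor the amount of its target transcripts was measured by condition in these libraries. Fewer cuts, fewer target transcripts and a loss in 1 library may each give this pattern.

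The next category counts come from moving the cells, since the cells as they stand give the study's counts for conserved miRNAs. Cold targets in category 1 numbered 0 for conserved and 0 for predicted miRNAs. That is lower than the values quoted from the study above. Cold targets in category 4 numbered 210 for conserved miRNAs. That is higher than the value quoted from the study above. Cold conserved targets in category 3 numbered 8. That is lower than the value quoted from the study above. csn-smR80 had 46 reads. That is lower than the value quoted from the study above, which stands at csn-smR37 in the deposited table.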
